A study of Drosophila melanogaster with 24 samples. Its data were reported in "Antimicrobial peptides modulate long-term memory" (2018).

How the data were processed

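Single heads of adult male fruit flies (Drosophila melanogaster) were collected 1 h after the end of training or of mock handling, and poly(A) RNA of each head was made into a non-stranded SMART-Seq v4 library and sequenced on an Illumina HiSeq. There were 24 libraries in 4 groups of 6 flies. Groups and replicate numbers were taken from the sample labels, and each column of the table was matched to its sample by the column name given in that sample's description. The groups were 1X mock, 1X trained, 3X mock and 3X trained.

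The authors deposited a table of RPKM values (reads scaled by gene length and library size) for 17559 genes, with one column per fly and no pooled column. According to the section of the study's methods on its genomic data sets, reads were aligned to dm6 with TopHat2 against Ensembl gene models and the authors used edgeR with Benjamini-Hochberg adjustment. Another section of the same methods names an older TopHat, the dm3 assembly and cuffdiff. The gene IDs were used as the table gives them, and 17253 of the 17559 had a symbol in the gene-name table that was provided. Where a listed gene had an older symbol, the current one was found through a synonym that pointed to 1 gene. Listed genes whose current ID was not matched to the table, Drs among them, were not analysed here.

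The RPKM values keep the number of reads. Within a gene the values of 2 flies stand in a ratio of whole numbers times one constant for that pair of libraries, which gave the relative library sizes. With the exonic length of each gene in the Ensembl 115 annotation, or a fitted length where that one left fractions, all 16992 genes above 0 in any fly gave whole reads in every fly within a tolerance of 0.02. The annotated length served for 16284 genes and a fitted length for 708. On simulated RPKM values made from 3000 genes the same step returned every read count of 99.97% of the genes. The recovered total was 18929289 to 41403289 reads per library, with a median of 34567414. The library size the authors divided by was 0.950 to 1.12 times the recovered total, and the geometric mean of these ratios was 1.00. The RPKM values therefore carry a scaling factor per library beyond the plain read total. Reads were not deduplicated by molecular identifiers, so read numbers cover counting error only.

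Values were taken to log2(RPKM + 1), and genes with at least 1 RPKM in at least 6 of the 24 flies were tested, which left 10547 genes. A fold change on this scale understates the change of low genes. One model with a mean for each of the 4 groups was fitted to all 24 flies with limma 3.58.1 (lmFit, contrasts.fit and eBayes with trend) in R 4.3.3. The contrasts were trained minus mock after 1X, trained minus mock after 3X, the difference between these effects, and 3X mock minus 1X mock. Tests were two-sided, except the exact tests of the spread between flies and of same-numbered flies, which count only values at least as large. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called. limma on the log scale was chosen in advance as the test for RPKM values, and edgeR was not run here. The limma fit was tested on simulated values for the 10547 genes, with 200 genes changed by 1 on the log2 scale: it called 96.0% of them in the right direction, and 2.54% of its calls were false. The simulated noise was normal, independent between genes and equally wide in all flies. Most genes called in the data changed by less than 1. These rates therefore check the code and do not carry over to the data.

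A list of 14 antimicrobial peptide genes was written before the data were examined, of which 13 were matched to the table. It was drawn from the study's text and general knowledge. The study took up these peptides because some of them rose in trained flies, partly in these same libraries. Tests of the list are therefore not independent of the study's finding. The antimicrobial peptide score of a fly was the mean of log2(RPKM + 1) over these 13 genes without a filter. A testis score was made in the same way from 17 listed testis genes, since a head severed from a whole fly can carry RNA of other tissues. Scores were compared by an exact two-sided permutation test over all 924 splits of 6 against 6 flies. The 7 antimicrobial peptide genes that passed the filter were also tested as a set with limma's fry (directional p). Coordinates of named genes come from the Ensembl 115 annotation of BDGP6 (dm6). Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

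The rule for naming genes was set before the data were examined. It covers the antimicrobial peptide genes in the table, GNBP-like3, imd, Gclm and Tig, which the study's text names. In each of the 1X, 3X and mock comparisons it adds the 3 higher and the 3 lower called genes with the smallest p, and for the difference between the 3X and 1X effects the 3 genes with the smallest p. Libraries were non-stranded, so genes that overlap a gene on the other strand are uncertain. The same holds for near-identical neighbours such as AttA and AttB or CecA1 and CecA2.

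The alternatives fixed in advance were a pseudocount of 0.1, scaling by the median ratio to the geometric mean, quantile normalization, fitting only the groups compared, sample weights from limma's arrayWeights, leaving out each fly in turn, no filter, a mean RPKM of at least 5, and an added log2 change of at least 1. For the scores the median over genes was tried, and for the gene set limma's camera with the inter-gene correlation estimated. A fit of limma voom to the recovered reads was added after the data were seen. The replicate numbers recur in all 4 groups but belong to different flies, and a further alternative treats them as a block; its values are given with the other alternatives.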

Results

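The data are gene expression values of 24 single male fly heads from a male courtship suppression experiment, in which a virgin male that is rejected by an unreceptive mated female learns to court less. Males met the female for 1 session of 2 h (1X training) or for 3 such sessions with gaps of 30 min (3X training). Mock flies were handled in the same way without a female. Each of the 4 groups, 1X mock, 1X trained, 3X mock and 3X trained, had 6 flies. Heads were taken 1 h after training. The libraries held 18929289 reads (1X trained replicate 4) to 41403289 reads (1X mock replicate 6), as recovered from the RPKM values. The genes listed at 0 made up 13.9% of the table in 3X mock replicate 6 and between 18.5% and 22.2% in the other libraries. No pair of libraries had identical values. Within groups the Pearson r of log2 values across genes ran from 0.969 to 0.993.

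The first question was which mRNAs differ between trained and mock flies after a single session. Of 10547 genes tested, 521 passed a limma adjusted p of 0.05 after 1X training, 290 higher and 231 lower in trained flies. The median size of their change was 0.33 on the log2 scale, and 35 of them changed by at least 1. Weighting the flies by their quality with arrayWeights moved this count most among the alternatives that keep the threshold, to 894.

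The higher genes with the smallest p after 1X were su(r), CG9498 and out. For su(r) (FBgn0086450, chromosome X, 9196808 to 9201820) the RPKM was 11.9 ± 1.73 in mock and 28.8 ± 3.40 in trained flies (SD, n = 6 each). Its log2 change was 1.21 with a standard error of 0.11 and a limma adjusted p of 2.99e-06. CG9498 (FBgn0031801, chromosome 2L, 6349393 to 6351034) rose from 20.8 ± 3.75 to 124.1 ± 52.3 RPKM, a log2 change of 2.43 ± 0.25 (SE, limma adjusted p 9.06e-06). The gene out (FBgn0259834, chromosome X, 19310513 to 19322106) had a log2 change of 0.71 ± 0.08 (SE). Among the lower genes, CG9664 (FBgn0031515, chromosome 2L, 3291245 to 3294706) went from 24.8 ± 5.60 to 8.34 ± 0.579 RPKM, a log2 change of -1.44 ± 0.16 (SE, limma adjusted p 1.36e-05). Nop17l (FBgn0033224, chromosome 2R, 7800785 to 7806385) and bbg (FBgn0087007, chromosome 3L, 14412828 to 14536276) had log2 changes of -0.66 and -0.44. In each of these 6 genes all 6 trained flies lay outside the range of the 6 mock flies. Nop17l overlaps a gene on the other strand, and 7 annotated features overlap bbg.

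After repeated training 239 genes passed the same threshold, 157 higher and 82 lower in 3X trained flies. Only 7 of them changed by at least 1 on the log2 scale. The prevalence of higher genes depended on the scaling: they were 65.7% of the calls with the RPKM as deposited, 50.2% after median-ratio scaling and 42.9% after quantile normalization. When only the 12 flies of the 3X groups were fitted, 54 genes passed. The 3 higher genes with the smallest p were Cth, Nep7 and CG32276. Cth (FBgn0000566, chromosome 2R, 18627918 to 18629395) rose from 31.9 ± 2.60 RPKM in mock to 49.6 ± 7.91 RPKM in trained flies (SD, n = 6 each), a log2 change of 0.61 ± 0.10 (SE, limma adjusted p 0.00939). The 3X mock mean was itself below the 1X mock mean of 42.7 RPKM. Nep7 (FBgn0039564, chromosome 3R, 27954917 to 27957326) had a log2 change of 1.46 ± 0.24 after 3X and 1.56 ± 0.24 after 1X (SE), and it passed the threshold in both. CG32276 (FBgn0047135, chromosome 3L, 3197863 to 3199047) had a log2 change of 0.51 ± 0.09 (SE). The lower genes were Nepl12 (FBgn0037727, chromosome 3R, 9675523 to 9677778, log2 change -0.82), Hph (FBgn0264785, chromosome 3R, 5257037 to 5269507, -0.25) and CG10650 (FBgn0046302, chromosome 2L, 18993360 to 18995934, -1.23). In these 3 genes every 3X trained fly was below every 3X mock fly. The Hph call was lost in the fit of the 3X groups alone (limma adjusted p 0.0539). Hph overlaps 4 annotated features and CG10650 overlaps 1.

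Together 733 genes passed after 1X or 3X training, and 27 passed after both, where 11.8 would be shared if the lists were drawn independently. Of the 27, 18 were higher in both, 8 were lower in both, and 1, sll, moved in opposite directions (named after its values were seen). Of the 494 genes called after 1X alone, 396 had the same sign after 3X. Across all tested genes the Spearman rho between the 1X and 3X log2 changes was 0.38, although genes are not independent replicates.

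A gene called after one training and not after the other is not thereby shown to differ, so the difference between the effects was tested. It passed for 18 genes, with a more positive effect after 3X in 10 and a more negative one in 8. At an unadjusted p below 0.05 there were 1228 genes. The 3 genes with the smallest p rose after 1X and not after 3X. For slow (FBgn0035539, chromosome 3L, 4384442 to 4403181) the difference between the effects was -0.59 ± 0.08 on the log2 scale (SE, limma adjusted p 0.00106), for su(r) it was -1.16 ± 0.16 (adjusted p 0.00145), and for FBgn0025687, an ID without a symbol in the gene-name table, it was -1.58 ± 0.26 (adjusted p 0.0115). The mock groups also differed in these genes, in su(r) short of the threshold. In 3X mock relative to 1X mock flies slow was higher by 0.42 (limma adjusted p 3.14e-05), FBgn0025687 by 1.08 (adjusted p 7.04e-04) and su(r) by 0.39 (adjusted p 0.0529) on the log2 scale. The mean of slow was 8.53 RPKM in 3X mock and 8.67 RPKM in 1X trained flies. Of the 212 genes called after 3X alone, 7 passed this test, and of the 494 called after 1X alone, 10 passed.

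The study's follow-up concerned antimicrobial peptide genes, which code for small secreted immune peptides. It chose them after some rose in trained flies, in these libraries among others, so the tests below re-examine that finding. The antimicrobial peptide score was higher in trained flies after both trainings. After 1X it was 1.01 ± 0.15 in mock and 1.94 ± 0.91 in trained flies (SD, n = 6 each), a difference of 0.93 with an exact two-sided permutation p of 0.0152. After 3X it was 0.84 ± 0.13 in mock and 1.66 ± 0.42 in trained flies (SD, n = 6 each), a difference of 0.81 with an exact permutation p of 0.0043. In each comparison 5 of the 6 trained flies exceeded the highest mock fly. When the median over the genes replaced the mean, the 1X difference was 0.98 and its exact permutation p was 0.0563. The 7 genes that passed the filter all had a higher mean log2 value in trained flies. As a set they gave a limma fry p of 0.00854 after 1X and 0.00299 after 3X. For AttC after 1X and Def after 3X only 2 of the 6 trained flies exceeded the mock mean. Without 1X trained replicate 1 the log2 change of AttC after 1X was 0.09. With camera, which tests the set against all other genes, the p was 0.0770 after 1X and 0.0496 after 3X.

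**Figure D1:**
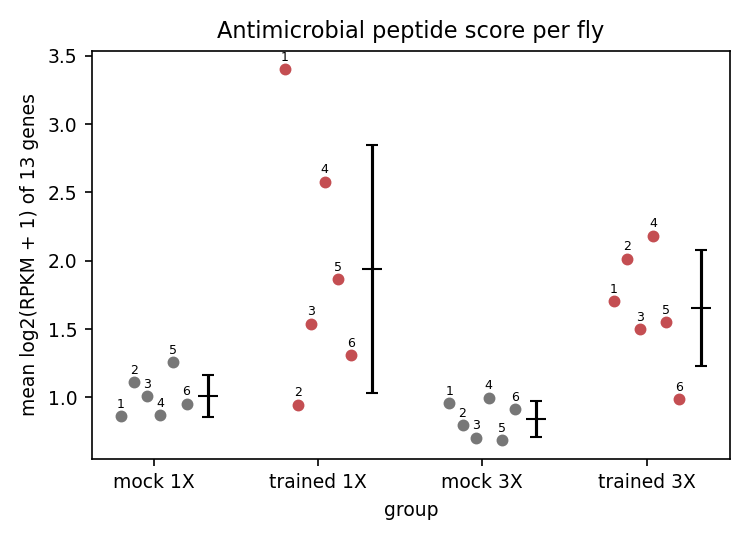
Antimicrobial peptide score of each fly (mean of log2(RPKM + 1) over 13 genes, vertical axis) in the 4 groups (horizontal axis). Points are single flies numbered by replicate, and the bars beside them are mean ± SD of 6 flies. The highest fly is 1X trained replicate 1 at 3.40, and trained flies spread more widely than mock flies.

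No single antimicrobial peptide gene passed the threshold over all genes after 1X, where 2 of the 7 had an unadjusted p below 0.05. AttB alone passed after 3X. Mtk passed after 1X in 1 of the 12 fits that each left out 1 fly, without 1X trained replicate 2 (limma adjusted p 0.0383). Adjusted over the list of 7, Mtk passed after 1X, and AttA, AttB and Mtk passed after 3X. DptB (FBgn0034407, chromosome 2R, 18867391 to 18867895) measured 0.780 ± 0.482 RPKM in 1X mock and 8.003 ± 14.6 RPKM in 1X trained flies (SD, n = 6 each). Its log2 change was 1.21 ± 0.64 (SE, limma adjusted p 0.293). In the 3X groups DptB measured 0.839 ± 0.508 RPKM in mock and 5.08 ± 5.96 RPKM in trained flies (SD, n = 6 each), a log2 change of 1.18 ± 0.64 (SE, limma adjusted p 0.297). The ratio of group means was 10.3 after 1X and 6.06 after 3X, and the ratio of group medians was 2.29 and 2.51. DptB rested on 2 to 26 reads per fly in 1X mock, 3 to 575 in 1X trained, 5 to 30 in 3X mock and 9 to 226 in 3X trained flies. After each training 3 of the 6 trained flies lay above the highest mock fly. DptB did not pass the threshold after either training. CG43109 overlaps DptB on the other strand.

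AttB (FBgn0041581, chromosome 2R, 14749223 to 14750165) went from 1.46 ± 0.386 RPKM to 10.4 ± 11.4 RPKM after 3X (SD, n = 6 each), a log2 change of 1.69 ± 0.42 (SE, limma adjusted p 0.0395). All 6 trained flies exceeded the highest mock fly, after 1X as after 3X. The AttB call was lost in the fit of the 3X groups alone (adjusted p 0.0950), in the voom fit on the recovered reads (adjusted p 0.0672) and in 9 of the 12 fits that each left out 1 fly. The neighbouring, similar AttA (FBgn0012042, chromosome 2R, 14747362 to 14748215) had a log2 change of 1.57 ± 0.54 (SE, limma adjusted p 0.103). For Mtk (FBgn0014865, chromosome 2R, 15408846 to 15409113), which lies inside Stacl on the same strand, the log2 change was 2.13 ± 0.70 after 1X and 1.77 ± 0.70 after 3X (SE, limma adjusted p 0.0782 and 0.145). AttC, Def and Dro had log2 changes between 0.32 and 1.16 with adjusted p from 0.221 to 0.863. DptA, AttD, CecA1, CecA2, CecB and CecC did not pass the filter. Their group means were higher in trained than in mock flies after both trainings, and the highest of these means was 3.58 RPKM. For none of the 7 tested genes did the effect differ between 3X and 1X, and none had an unadjusted p below 0.05 in that test.

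**Figure D2:**
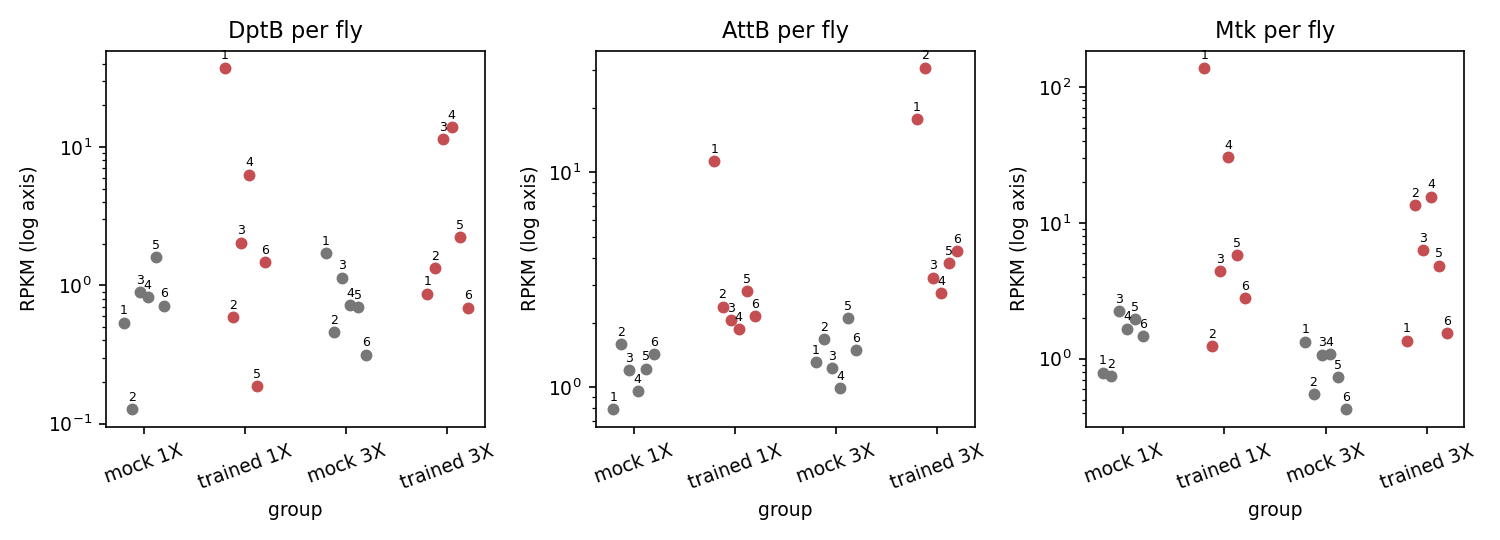
RPKM of DptB, AttB and Mtk in each fly (vertical log axes) in the 4 groups (horizontal axes), points numbered by replicate. DptB and Mtk of 1X trained replicate 1 lie at 37.4 and 138.7 RPKM, while some of the other trained flies lie within the range of the mock flies for DptB.

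The immune gene imd (FBgn0013983, chromosome 2R, 18409796 to 18413599), which codes for an adaptor of immune signalling and overlaps Dp1 and GstE9, was higher after 3X training by 0.25 ± 0.06 on the log2 scale (SE, limma adjusted p 0.0291). The call was lost in the fit of the 3X groups alone (adjusted p 0.0727) and in 5 of the 12 fits that each left out 1 fly. The means of imd were 34.2 ± 2.58 RPKM in 3X mock, 40.8 ± 2.69 in 3X trained, 44.9 ± 3.23 in 1X mock and 43.6 ± 2.64 in 1X trained flies (SD, n = 6 each). GNBP-like3 (FBgn0034511, chromosome 2R, 20526311 to 20526825) measured 158.2 ± 36.6 RPKM in 1X mock and 125.5 ± 30.5 RPKM in 1X trained flies (SD, n = 6 each), a log2 change of -0.33 ± 0.20 (SE, limma adjusted p 0.368). After 3X its log2 change was -0.09 (adjusted p 0.838). Tig (FBgn0011722, chromosome 2L, 6415179 to 6423310) rose by 0.78 ± 0.25 after 1X and 0.82 ± 0.25 after 3X on the log2 scale (SE, limma adjusted p 0.0665 and 0.0678). Tig passed after 1X in the fit of the 1X groups alone (adjusted p 0.0237), with sample weights (0.0323) and without 1X trained replicate 4 (0.0411), and after 3X without 3X trained replicate 6 (0.0288). Adjusted over Tig and Gclm alone, Tig passed after both trainings. The study names these 2 genes because they changed in its own sequencing, so passing over this short list is not independent evidence. Gclm (FBgn0046114, chromosome 3R, 22685006 to 22686510) rose by 0.45 and 0.54 with adjusted p of 0.345 and 0.240. Of 60 tested immune genes on a list outside the antimicrobial peptides, 5 passed after 1X and 3 after 3X over all genes. Adjusted over that list, 5 and 10 passed. These genes did not move in one direction. Of the 5 after 1X, 3 were higher and 2 lower in trained flies. Among the 10 after 3X, dome, Stat92E, Tep2, Tep4 and modSP were lower and the others higher. Of all 60, 32 were higher and 28 lower after 1X, and 35 were higher and 25 lower after 3X.

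Mock flies served to compare the 2 schedules without a female. Between 3X mock and 1X mock flies 458 genes passed the threshold, 211 higher and 247 lower in 3X mock. The smallest p among the higher genes belonged to tim, per and vri. The RPKM of tim (FBgn0014396, chromosome 2L, 3493986 to 3508119) was 14.6 ± 4.47 in 1X mock and 109.7 ± 9.85 in 3X mock flies (SD, n = 6 each), a log2 difference of 2.87 ± 0.14 (SE, limma adjusted p 4.60e-12). For per (FBgn0003068, chromosome X, 2685580 to 2692780) it was 5.74 ± 1.43 and 18.4 ± 1.77, a log2 difference of 1.55 ± 0.10 (SE, limma adjusted p 3.79e-10). For vri (FBgn0016076, chromosome 2L, 5288944 to 5311223) the log2 difference was 1.97 ± 0.14 (SE). Lower in 3X mock were CG34134 (FBgn0083970, chromosome 2L, 8190297 to 8190781, log2 difference -1.71), the gene t (FBgn0086367, chromosome X, 9217655 to 9223257, -1.06) and CG44195 (FBgn0265084, chromosome 3L, 7658409 to 7695654, -0.84). The genes tim, per, vri and CG44195 overlap other annotated genes. Between 3X trained and 1X trained flies 1172 genes passed, and 241 genes passed in both comparisons, of which 238 had the same direction. The training effects above are each taken against the mock group of the same schedule. Within the 1X schedule tim and per had log2 changes of -0.45 and -0.29 in trained flies (limma adjusted p 0.0638 and 0.0980). Adjusted over the 9 listed clock genes, both passed after 1X, and none of the list passed after 3X. Replicates 1 and 6 of 1X mock were high, with tim at 21.8 and 18.5 RPKM. The other 1X mock flies had 10.7 to 13.2 RPKM of tim and 1X trained flies 8.17 to 12.4 RPKM. A score over the 9 clock genes differed by -0.16 after 1X (exact permutation p 0.158).

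**Figure D3:**
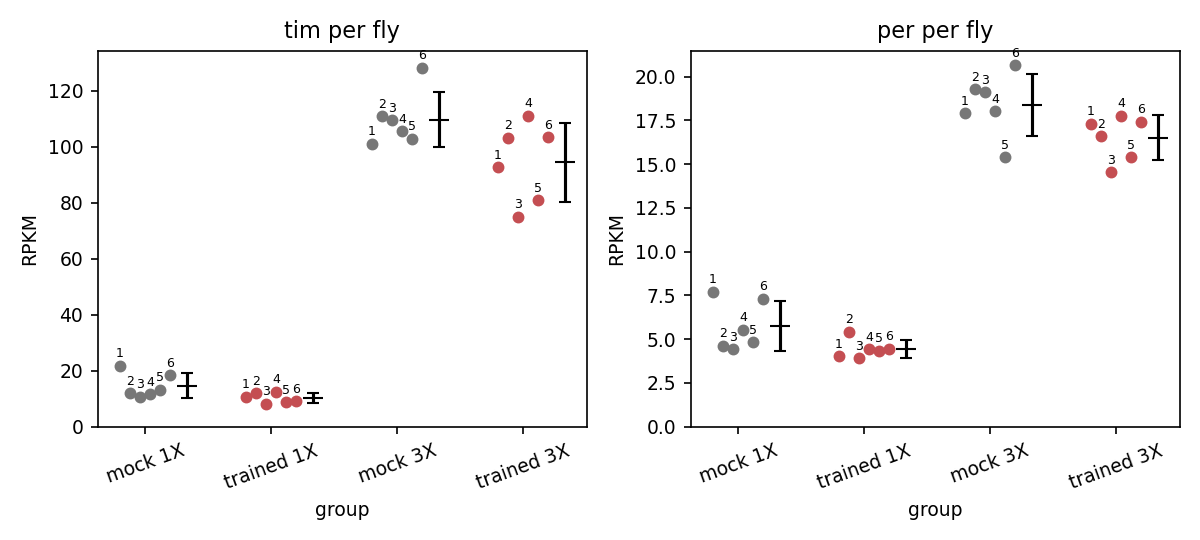
RPKM of tim and per in each fly (vertical axes, from 0) in the 4 groups (horizontal axes), with mean ± SD of 6 flies beside the points. Flies of the 3X schedule lie above 74.9 RPKM for tim and flies of the 1X schedule below 21.8 RPKM, trained or mock.

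The testis score checked the heads for RNA of another tissue. After 1X it was 0.30 ± 0.02 in mock and 0.31 ± 0.03 in trained flies (SD, n = 6 each), which did not differ (exact permutation p 0.729). In the 3X groups it was 0.70 ± 0.97 in mock and 0.29 ± 0.03 in trained flies (SD, n = 6 each, exact permutation p 0.232). The wide spread of the 3X mock group came from replicate 6, whose score was 2.67 while the next fly had 0.34.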

Values the study reported

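For courtship training, the study reported 700 genes up or down in the trained groups against mock at an adjusted p below 0.05, of which 56 were shared by 1X and 3X training. By RT-qPCR it reported a 10-12-fold rise of DptB mRNA after 3X training.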

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

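The tests of library size and of the immune genes of a single fly, given below, were chosen after the results were seen; the lists of testis genes and the splits of the samples were fixed before the data were examined. Of 156 groups of 6 values examined for a fly far from the rest, 12 held one, where chance alone gives about 7.8. The measure is the gap of the extreme fly to its neighbour, as a share of the range of the group.

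The testis score of 3X mock replicate 6 stood apart with a share of 0.972. Of 17 listed testis genes, 15 had their highest value of all 24 flies in this library, among them Mst84Dc at 23.5 RPKM where no other library exceeded 0.0876. The mean over the 17 genes was 7.88 RPKM, and the highest mean in the other 23 libraries was 0.518. In addition 108 genes reached 1 RPKM in this library while staying under 0.2 in every other, against 9 at most for any other library. A larger library would show rarer transcripts, but its 34578916 reads lie within the range of the other libraries. The listed accessory gland genes, with a mean of 28.8 RPKM, stayed within the 14.4 to 35.5 RPKM of the others. RNA from testis that reached this library may explain the pattern, and the data do not tell carry-over of tissue from carry-over between libraries. Genes high in 1 fly alone cannot pass the filter of the fit, so the 108 genes were not tested in it. In a plain comparison of group means over all genes of the table, 106 genes had a mean of at least 0.5 RPKM in 3X mock and at least 2 times the 3X trained mean with 0.1 RPKM added to both means, and without this fly 36 did. CecA1 in the same fly had a share of 1.00 because a single read stood against 0 in the other 5 flies, and Cth was low in it (0.809; 26.7 against 32.3 RPKM in the next fly). Leaving this fly out is part of the ranges given with the alternatives below.

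In 1X trained replicate 1, AttB lay at 11.3 RPKM where the next fly had 2.81 (share 0.804). This fly also had the highest antimicrobial peptide score of the 24 flies, 46.8 RPKM of the larval serum protein gene Lsp2 where the median of its group was 3696, and the lowest sample weight, 0.251. It was at the highest or lowest of the 6 flies of its group in 56.8% of all tested genes. Too few reads is not the reason, since its 30681387 reads lie within the range of its group. An infection-like state was weighed with the listed immune genes outside the antimicrobial peptides, 58.3% of which were at an extreme of the group in this fly. That is about the share for all genes, so the test does not separate an immune state from a fly or library that differs in general.

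The other single flies that stood apart were DptA in 3X mock replicate 3 (share 0.724), AttD in 1X mock replicate 4 (0.784), CecA2 in 3X trained replicate 1 (0.695), CecB in 1X mock replicate 6 (0.699), CecC in 1X mock replicate 2 (0.695), Dro in 3X mock replicate 4 (0.747), su(r) in 3X mock replicate 5 (0.639) and CG32276 in 3X mock replicate 5 (0.662). Of these 8, 6 are antimicrobial peptide genes, with 4 to 32 reads in the fly that stood apart. Apart from su(r) and CG32276, each is in a different fly, no biological explanation was tested for them, and their number is near what chance gives.

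The training effect differed between 3X and 1X for 18 genes, among them slow (difference -0.59), su(r) (-1.16) and FBgn0025687 (-1.58). The real labels were set against splits that exchange same-numbered flies between the 3X and 1X schedules, after the overall schedule difference was taken out. Only 1 of the 32 splits, the real one, gave as many genes, and the next gave 5. The 3X and 1X groups also differ in how long the flies were handled and in the expression of clock genes. The difference is therefore not assigned to the number of sessions. These 3 genes were also higher in 3X mock than in 1X mock flies. The difference between the effects contains the mock difference with opposite sign, which favours such a pattern by itself.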

How the results depend on the processing

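The antimicrobial peptide score after 3X training and the gene set under fry after both trainings kept their direction and their side of the threshold under every alternative run for them except camera after 1X. The score difference after 3X ranged from 0.71 to 0.95 across the 12 comparisons that each left out 1 fly, and after 1X from 0.64 to 1.13. DptB stayed positive and short of the threshold in every alternative run for it, which do not include the filters, with an adjusted p between 0.178 and 0.610 after 1X and between 0.185 and 0.559 after 3X. The set under camera after 1X had a p of 0.0770. The 1X score with the median over genes was 0.98 with an exact permutation p of 0.0563. The cause of these changes was not tested.

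The counts of genes moved more. With arrayWeights 894 genes passed after 1X, 382 after 3X, 70 after both in the same direction, 120 for the difference between the effects and 728 between the mock groups; of the original calls 509 of 521 and 231 of 239 were among them. Without a filter 345 genes passed after 1X, 109 after 3X, 13 after both and 9 for the difference. With a mean RPKM of at least 5, 45 passed after both. When only the groups compared were fitted, 467 passed after 1X, 354 of them among the 521 original calls, and 668 between the mock groups, 419 of them among the 458 original calls. In the same fits 54 passed after 3X and 7 after both, against 239 and 26 in the same direction with all flies. With a log2 change of at least 1 as well, 35 passed after 1X, 7 after 3X, 3 after both, 4 for the difference and 27 between the mock groups. The cause of these changes was not tested either. The fit of only the groups compared was not run for the difference between the effects, which needs all 4 groups. A pseudocount of 0.1 changed none of the counts by more than 10 genes. The voom fit on the recovered reads, added after the data were seen, called 489 genes after 1X and 304 after 3X, and 470 and 237 of these were the original calls.

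Leaving out 1 fly at a time gave 302 to 503 genes after 1X, 26 to 612 after 3X, 7 to 88 after both, 3 to 107 for the difference between the effects and 330 to 423 between the mock groups. The 3X count was lowest without 3X trained replicate 3 and highest without 3X trained replicate 6, so it rests on single flies. The testis score difference after 1X was 0.0052 and had no stable sign: it was -0.0173 with a pseudocount of 0.1, -0.018 with the median over genes, and from -0.0049 to 0.0104 with 1 fly left out. After 3X it ranged from -0.49 to -0.01 with 1 fly left out, the latter without 3X mock replicate 6, and from -0.82 (pseudocount of 0.1) to -0.39 (median over genes) under the other alternatives.

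Higher genes were 69.2% of those called in the same direction after both trainings, 57.1% after median-ratio scaling and 50.0% after quantile normalization. These scalings moved the median change of all genes by at most 0.02 on the log2 scale, and the cause of the change in direction was not tested.

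Replicate numbers recur across groups but name different flies. The mean correlation of same-numbered flies' deviations was -0.07 between 1X mock and 1X trained (one-sided exact p over 720 pairings 0.921). Between 3X mock and 3X trained it was -0.09 (0.912). It was 0.06 between 1X trained and 3X trained (0.140) and 0.05 between 1X mock and 3X mock (0.103). With the number as a replicate block, 416 genes passed after 1X, 198 after 3X, 27 after both in the same direction (18 of them among the 26 original ones), 8 for the difference between the effects and 410 between the mock groups. The fry p for the antimicrobial peptide set was 0.0123 after 1X and 0.00349 after 3X, and the sign-flip test of the score difference of 0.93 after 1X gave an exact p of 0.0625.

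For single named genes, 787 of 812 recomputed values kept their direction and side of the threshold, 18 became weaker, 5 became stronger and 2 reversed. The reversed values belong to Def after 3X, which ranged from -0.20 to 0.74 with 1 fly left out and was -0.09 without 3X trained replicate 5. Low genes such as DptB rest on a handful of reads in mock flies, which limits the precision of their fold changes.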

Other observations

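The tests of imd and of the spread between flies were chosen after related results were seen; the others below were set before their results. The number of genes shared by 1X and 3X training was 27 here. That is lower than the value quoted from the study above. The count in the same direction, 26 in the main fit, ran from 3 to 70 under the other alternatives. With 1 fly left out it ran from 7 to 88, so whether it is lower depends on the setting. The ratio of group means of DptB after 3X was 6.06 here. That is lower than the RT-qPCR value quoted from the study above.

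Relabelling was tested for each count of genes. Flies with the same number were exchanged between the groups compared, in the 32 ways that keep every same-numbered pair apart; other splits would put such pairs on one side. Only the real split gave as many genes, 1 of 32, after 1X training, after 3X training and between the mock groups. The next highest counts were 38, 56 and 26 genes.

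The difference between the mock groups is consistent with a different time of day at collection. Of 9 listed clock genes, 7 passed the threshold between 3X mock and 1X mock flies, and the same 7 passed between 3X trained and 1X trained flies. Over these, tim, per, vri, Pdp1 and cwo were higher and Clk and cry lower in the 3X flies. The 3X schedule lasts longer, and the labels give no clock time, so handling time and hour of the day cannot be told apart. Comparisons of 3X with 1X flies that skip the mock groups carry this difference.

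The call of imd after 3X may rest on low values in the 3X mock flies, but this cannot be told apart from a difference between the schedules that lowers imd in both 3X groups. The mean of 3X trained flies was -0.13 relative to 1X mock on the log2 scale, and 3X mock was -0.38 relative to 1X mock (limma adjusted p 1.45e-04). Relative to 1X trained flies, 3X trained flies were at -0.10, short of the threshold (limma adjusted p 0.296). Of the 239 genes called after 3X, 25 were also called between the mock groups, and 24 of these had opposite signs. The 3X mock group enters both comparisons with opposite sign, which favours such a pattern by itself.

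The rise of the antimicrobial peptide score in trained flies was set against 2 explanations. One is a few flies in an infection-like state. Without the highest 2 flies of each group the difference was 0.49 after 1X and 0.66 after 3X, against 0.93 and 0.81 with all flies. After each training 5 of the 6 trained flies exceeded the highest mock fly, so the difference was not limited to a few flies, and leaving out 2 per group had little room to remove it. By itself this test cannot tell, and an immune state shared by most trained flies was not tested. If more fat body in the severed head were behind it, fat body transcripts would rise with the score. Across the 24 flies, as deviations from group means, Pearson's r between the score and that of 13 fat body genes was -0.458 (permutation p 0.216) and Spearman's rho was -0.127 (permutation p 0.614); without the 2 flies farthest from the median, r was -0.426 (permutation p 0.0755). Within groups r was 0.0414 in 1X mock, -0.466 in 1X trained, 0.176 in 3X mock and -0.624 in 3X trained flies. This was the only pair of scores correlated across flies. The fat body score itself did not rise in trained flies. Its difference from mock was -0.27 after 1X (exact permutation p 0.238) and -0.22 after 3X (exact permutation p 0.0606). After 1X 2 of the 9 tested fat body genes were higher and 7 lower, and bmm and apolpp, both lower, passed when adjusted over the list. If such genes respond to training, the score does not measure the amount of tissue. It therefore gave no sign of more fat body and cannot exclude it. Mock flies met no female, so contact with another fly is not separated from training by the design of these libraries. By RT-qPCR the study reported a significantly weaker rise of DptB with a decapitated mated female than with a live one. From this it proposes that active rejection matters for the full rise of DptB.

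Training that changed some flies and left others would widen the spread between trained flies. The median over 10547 genes of the log2 ratio of the SD in trained to that in mock flies was 0.26 after 3X. Of 924 splits of the deviations, 3 gave as large a value (one-sided exact p 0.0032). After 1X it was 0.16 (exact p 0.340), and -0.13 without 1X trained replicate 1. A wider spread between 3X trained flies is a hypothesis from these data that was not met after 1X, and no technical explanation for it was tested.

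Some values belong to no comparison above and were chosen after they were seen. Gclm split the trained flies: replicates 2, 3 and 5 had 209.1, 186.5 and 177.1 RPKM after 1X and 244.8, 238.5 and 245.1 RPKM after 3X, while the other trained flies had at most 124.9 RPKM and mock flies at most 133.0 RPKM. The lipase gene bmm was low in the same flies, at 10.5, 12.8 and 12.98 RPKM after 1X and 11.0, 11.4 and 14.2 RPKM after 3X, where the lowest mock fly had 44.8 RPKM after 1X and 27.4 RPKM after 3X. The other trained flies had 24.9, 36.3 and 37.9 RPKM of bmm after 1X, also below every 1X mock fly, and 62.6, 42.8 and 76.8 RPKM after 3X, which is within or above the range of the 3X mock flies. The recurrence of the same numbers in these genes was not tested by itself. The yolk protein gene Yp1 reached 28.6 RPKM in 3X mock replicate 1 and 29.02 RPKM in 3X trained replicate 1. It was 10.9 RPKM in 1X mock replicate 6, 10.4 RPKM in 3X mock replicate 3 and 8.53 RPKM in 3X trained replicate 2. In 1X trained replicate 3 and 1X mock replicate 4 it was 3.20 and 2.87 RPKM. The medians of the groups were between 0.198 and 0.307 RPKM.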
